# Overexpression of an auxin receptor *OsAFB6* significantly enhanced grain yield by increasing cytokinin and decreasing auxin concentrations in rice panicle

**DOI:** 10.1038/s41598-018-32450-x

**Published:** 2018-09-19

**Authors:** Qin He, Lin Yang, Wei Hu, Jia Zhang, Yongzhong Xing

## Abstract

Auxin plays critical roles in many developmental processes of plants. The auxin signaling pathway is a series of plant responses to auxin stimuli. However, the functions of many genes in this pathway are still obscure. As auxin receptors, *TIR/AFB* family genes encode F-Box proteins that directly bind auxin and then transduce the stimulus through the signaling pathway. In this paper, we generated an overexpression line of *Auxin-signaling F-Box 6* (*OsAFB6*) in rice, which largely delayed heading, greatly increased spikelets per panicle and primary branch number and ultimately enhanced grain yield by 50%. *OsAFB6* is preferentially expressed in young tissues with stronger meristem activities and suppresses flowering by upregulating *OsRR1* and downregulating *Ehd1* expression levels. Overexpression of *OsAFB6* delayed heading, increased cytokinin (CK) by suppressing the expression level of *Gn1a* and simultaneously decreased the IAA concentration in the young panicle, which promoted inflorescence meristem development and resulted in large panicles with more spikelets per panicle, primary branches and increased grain yield. It would be a beneficial strategy to generate lines with varied expression levels of *OsAFB6* to breed high-yielding cultivars for specific regions that can fully utilize the local sunlight and temperature resources.

## Introduction

Auxin regulates many aspects of plant growth and development, including embryogenesis^1^, the architecture of the root system^2^, gravitropism^3^, phototropism^4^, initiation and radial positioning of plant lateral organs and cell elongation^5,6^. Plants sense auxin by receptors and then transduce its signal to elicit a series of responses. The intracellular receptors of auxin are the Transport Inhibitor Response 1/Auxin-signaling F-Box (*TIR1/AFB*) gene family^7–9^. *TIR1/AFB* genes encode F-box proteins that have an amino-terminal F-box motif for mediating interactions with SKP1 and form part of the SCF (Skp-Cullin-F-Box containing protein) complex, a carboxy-terminal protein-protein interaction domain for targeting specific substrates Auxin/Indole-3-Acetic Acid (*Aux/IAA*), and a leucine-rich repeat (LRR) domain^10^. *TIR1* is the first auxin receptor identified in this family^7,8^. Other *AFB* members have also been demonstrated to work as auxin receptors^11,12^ but with diverse functions. For example, *OsTIR1* and *OsAFB2* are targets of microRNAs. Overexpression of *OsmiR393* downregulates both genes and results in more tillers, early flowering and less tolerance to salt and drought stress^13^. Both *OsTIR1* and *OsAFB2* regulate the auxin response but differ in their relative contributions to seedling development^9^. The *AFB*s contribute to auxin response, with diverse intensities of interactions with *Aux/IAA*s^9^. *AFB4* and *AFB5* in *Arabidopsis* have been confirmed to respond specifically to synthetic auxin picloram. Mutants for both genes are resistant to picloram with no elongation of hypocotyls and are suitable for the analysis of resistance to auxin-like herbicides^12^.

The TIR1/AFB family members mediate the auxin signaling pathway, which is centered on ubiquitin-dependent SCF^TIR1/AFBs^-Aux/IAAs-ARFs flow^14^. With low auxin concentration, Aux/IAAs repress the transcriptional activities of auxin response factor genes (*ARF*s) by recruiting the corepressor TOPLESS. As auxin levels increase, the auxin receptor TIR1/AFB, a subunit of an E3 ubiquitin-protein ligase SCF complex, binds to auxin directly and recognizes the specific target Aux/IAAs, which are then degraded through ubiquitination^15^. Subsequently, the repressed ARFs are released and function as either activators or repressors to regulate downstream genes in the auxin signaling pathway^16^. There are six TIR1/AFBs in rice^9^ that degrade 31 Aux/IAAs^17^, which in turn repress 25 ARFs^18^, resulting in the regulation of other downstream genes. The number of possible combinations of TIR/AFB-Aux/IAA-ARF is large and results in a complex auxin-dependent regulation network. The functions of some combinations have been well characterized^19,20^.

Similar to auxin, cytokinin (CK) is another important plant hormone regulating many aspects of plant growth^21,22^. CK plays positive roles in the regulation of shoot apical meristem (SAM) activity^23^. The *LOG* (*LONELY GUY*) gene encodes a novel cytokinin-activating enzyme that works in the final step of bioactive cytokinin synthesis and shows specific expression at the top of shoot meristems where stem cells reside and CK accumulates^24^. Auxin and CK act either synergistically or antagonistically to play roles in several significant developmental progresses^25^. Maintenance of the optimum cellular concentration of auxin and CK is rather important and can be regulated in multiple processes, such as biosynthesis, transport, perception, signaling and degradation^26^.

Auxin and cytokinin can regulate grain yield. For example, *PIN*s, encoding auxin efflux transporters, with the pin-formed mutant phenotype, are regulated by an auxin-dependent Aux/IAA-ARF signaling pathway^27^. A recent study demonstrated that the auxin transporter *PIN5b* gene could modulate rice plant architecture and yield^28^. CK also makes a great contribution to regulating spikelets per panicle, which directly associates with grain yield^29^.

Rice heading date is a growth-adaptive trait that is related to grain yield and is controlled by multiple genes. A gene family comprising 41 members encoding CCT (CO, CO-LIKE and TOC1) domain proteins plays important roles in regulating heading date. The major heading date genes, including *Hd1*^30^, *Ghd7* and *Ghd7.1*, belong to the CCT family^31,32^. In addition to these three genes, nine additional CCT genes were confirmed to control flowering in rice^33^. *OsHAP*, another flowering-related gene family containing *Ghd8*^34,35^, is also a pleiotropic gene regulating heading date, plant height and spikelets per panicle, similar to *Ghd7*.

In the process of overexpressing *CCT05*, we generated a late-flowering line. However, this phenotype change was not associated with *CCT05* overexpression. In this study, we confirmed that overexpression of the auxin signaling F-box gene *OsAFB6* resulted in late flowering. It was also noted that plants with *OsAFB6* overexpression exhibited more primary branches, more spikelets per panicle, and a higher grain yield. We demonstrated that *OsAFB6* regulated key genes involved in flowering pathways and panicle formation-related hormone pathways.

## Results

### Cloning and functional characterization of *OsAFB6*

To test the function of *CCT05* (LOC_Os02g08150), *CCT05* RNA interference plants and *CCT05*-overexpressing plants were generated. Transcript levels of *CCT05* in the RNAi plants were knocked down to 10–30%, but no differences in phenotypes were observed between the positive and control plants^33^. Interestingly, among the three *CCT05* overexpression lines, only one exhibited variability in heading date, with a segregation ratio of 3:1; late flowering was dominant over early flowering (Fig. 1A). However, the transcript level of the *CCT05* gene in this family was not detectibly overexpressed (Fig. S1). Therefore, we considered the late-flowering transgenic plant as a new mutant, and the heading date variation was not caused by *CCT05* overexpression but by other gene alterations during the transformation event.

**Figure 1:**
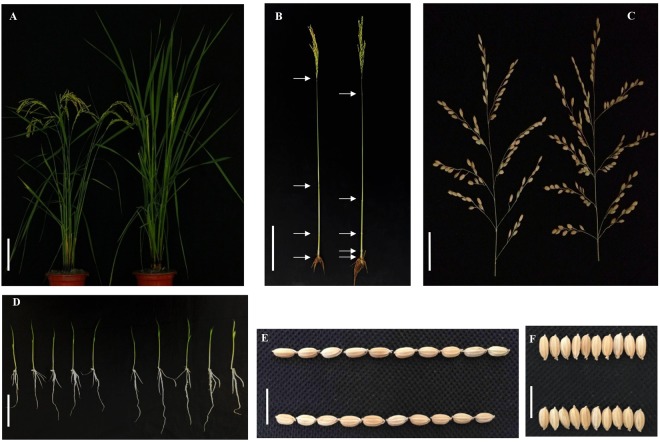
Performance of OX*OsAFB6* mutant plants.The whole plants. (**A**), main culms (**B**), panicles (**C**) and seedlings (**D**) for the control plant (left) and *OsAFB6* overexpression mutant (right); the grain length (**E**) and grain width (**F**) for the control plants (up) and *OsAFB6* overexpression plants (bottom). Scale bars, 20 cm **(A**) and (**B**), 5 cm (**C**) and (**D**), and 1 cm (**E**) and (**F**).

Southern blot hybridization confirmed a single copy insertion in the mutant (Fig. S2A), consistent with the single gene segregation ratio of 3:1 in the T1 progeny. Thermal asymmetric interlaced PCR (TAIL-PCR) analysis showed that the vector was inserted at 0.56kb upstream of the gene LOC_03g08850 (Fig. S2B), the auxin-signaling F-Box (AFB) gene *OsAFB6*. To confirm that *OsAFB6* was the only gene affected by the insertion, the expression levels of all the genes near the insertion site were investigated (Fig. S2C–E). While adjacent genes showed comparable transcript levels to the control plants, *OsAFB6* was the only gene that had significantly increased expression levels in the mutant at the seedling stage; moreover, the increased amount under SD conditions (5 to 20-fold, Fig. S2G) was significantly lower than under LD conditions (15 to 35-fold, Fig. S2E). In addition, *OsAFB6* expression exhibited a circadian rhythmic pattern, with high expression during daytime that decreased dramatically at night (Fig. S2F–H). These results highly suggest that *OsAFB6* is a strong candidate gene for the mutant phenotype.

To further test this idea, an F_2_ population of 40 plants was developed by selfing the hybrid of the mutant and wild type (ZH11). Higher *OsAFB6* expressions were detected in all 28 late-flowering plants, whereas levels similar to those in the control plants were detected in the 12 early-flowering plants (Fig. S3). This cosegregation test indicated that *OsAFB6* was the gene responsible for late heading in the mutant. Hence, the mutant, hereafter named OX*OsAFB6*, was the result of *OsAFB6* overexpression. The seeds of OX*OsAFB6* were deposited in the China Center for Type Culture Collection (CCTCC) with accession number P201709.

### Overexpression of *OsAFB6* can delay heading and increase grain yield

In addition to the heading date variation, we found that the mutant was also photoperiod-sensitive, as flowering was delayed by ~22 days under LD conditions and by ~12 days under SD conditions (Table 1). In addition, the mutant had fewer tillers (Fig. 1A), one more internode in the main culm, longer panicles with more primary and secondary branches in total, more spikelets per panicle (Fig. 1B,C and Table 1), and longer roots at the seedling stage (Fig. 1D). Although the grain size was smaller (Fig. 1E,F), the grain yield per plant was significantly increased by approximately 50% under both LD and SD conditions (Table 1).

**Table 1:** Comparison of yield related phenotypes between *OsAFB6* overexpression mutants and its control plants under LD and SD conditions.

Conditions	Traits	Control plants	OX*OsAFB6* mutants	*P* value
LD (Wuhan)	Heading date (d)	73.6 ± 0.6	95.6 ± 1.1	1.1E-10
	Spikelets per panicle	125.6 ± 9.3	175.3 ± 14.8	5.7E-05
	Grain yield per plant (g)	27.0 ± 5.1	44.3 ± 8.0	9.9E-03
	panicle length (cm)	20.9 ± 0.9	24.7 ± 1.5	5.1E-10
	grain length (mm)	6.8 ± 7E-2	6.5 ± 0.1	7.0E-05
	grain width (mm)	2.9 ± 5E-2	2.8 ± 3E-2	2.9E-03
	kilo-grain weight (g)	23.2 ± 1.4	20.5 ± 1.0	9.9E-04
	primary branch number	8.8 ± 0.9	10.3 ± 1.0	7.8E-04
	secondary branch number	25.1 ± 3.9	34.5 ± 6.5	2.4E-04
SD (Hainan)	Heading date (d)	61.6 ± 0.6	73.8 ± 3.1	1.3E-05
	Spikelets per panicle	61.9 ± 3.9	98.4 ± 13.0	8.7E-04
	Grain yield per plant (g)	18.1 ± 6.5	28.1 ± 12	1.7E-03
	panicle length (cm)	17.7 ± 1.3	20 ± 0.6	9.7E-03
	grain length (mm)	6.7 ± 0.1	6.6 ± 0.1	3.7E-02
	grain width (mm)	2.8 ± 0.1	2.7 ± 0.1	2.5E-02
	kilo-grain weight (g)	23.5 ± 0.5	22.2 ± 0.9	5.9E-03
	primary branch number	7.3 ± 0.5	8.6 ± 0.8	6.3E-04
	secondary branch number	13.4 ± 2.7	22.7 ± 4.6	1.8E-04
	Root length (cm)	7.2 ± 1.1	8.6 ± 1.6	1.0E-02

Plants for root length measurement were cultivated on MS media for 15 days under short-day condition. Data was represented by mean ± standard deviation.

To further verify whether the various phenotypes were caused by the upregulation of *OsAFB6*, *OsAFB6* was overexpressed in ZH11 under the control of the 35S promoter. We generated 18 transgenic positive plants. T1 lines from all 18 plants segregated with early- and late-flowering phenotypes in both Hainan (winter, 2015) and Wuhan (summer, 2016). *OsAFB6* was overexpressed in all late-flowering phenotype plants but not in early-flowering plants.

In addition, we took T2 lines from four single-copy inserted transgenic T0 individuals with different expression levels as examples. Line 1 (*OsAFB6* overexpressed approximately 9-fold) delayed flowering by approximately 5 days under SD and 7 days under LD, with an increase in spikelets per panicle and yield but no significant changes in primary branch number. Line 2 (*OsAFB6* overexpressed approximately 19-fold) showed a large delay in heading date (17 days under SD and 19 days under LD) with increased primary branch number, spikelets per panicle and yield; lines 3 and 4 (overexpressed approximately 40 and 45-fold) flowered even later (18 and 19 days under SD and 25 and 26 days under LD, respectively) but with comparable or slightly decreased primary branch number, spikelets per panicle and yield (Table 2). These findings confirmed that the overexpression of *OsAFB6* would result in a later heading date and increased grain yield.

**Table 2:** Performance of *OsAFB6* overexpression lines under LD and SD conditions.

Conditions	Genotype	Heading date (d)	primary branch number	Spikelets per panicle	Grain yield per plant (g)
LD (Wuhan)	Control	76.3 ± 2.2	9.8 ± 0.8	142.5 ± 9.7	22.7 ± 4.7
	Line 1	83.7 ± 3.2**	10.3 ± 1.0	178.3 ± 10.5**	33.4 ± 5.5**
	Line 2	95.3 ± 3.6**	11.8 ± 0.6*	183.6 ± 10.9**	37.9 ± 6.2**
	Line 3	101.4 ± 2.7**	10.2 ± 0.8	148.5 ± 11.7	19.8 ± 3.2*
	Line 4	102.7 ± 3.6**	9.5 ± 0.7	135.7 ± 8.8**	18.9 ± 3.7*
SD (Hainan)	Control	70.6 ± 2.9	8.7 ± 0.6	95.3 ± 1.8	16.4 ± 4.3
	Line 1	75.6 ± 2.9*	9.2 ± 1.0	111.7 ± 11.4**	21.3 ± 6.8**
	Line 2	87.0 ± 3.0**	9.9 ± 0.5*	118.7 ± 10.1**	24.6 ± 6.4**
	Line 3	88.8 ± 1.6**	8.4 ± 0.8	95.1 ± 13.8	14.2 ± 5.6
	Line 4	90.0 ± 3.4**	7.6 ± 0.9	81.6 ± 9.5**	13.9 ± 3.7*

*, ** Significant difference at 5% and 1% level as compared to control lines. Data was represented by mean ± standard deviation.

However, the dsRNA-mediated gene silencing transgenic plants and CRISPR plants of *OsAFB6* in the ZH11 background showed no phenotypic changes (Fig. S4). It is likely that gene redundancy exists among six members in the TIR1/AFB family.

### Expression of *OsAFB6* in the meristem might be associated with increased primary branch number in the OX*OsAFB6* mutant

Sequence analysis showed that *OsAFB6* covered a 2020-bp region of the genome, consisting of three exons and two introns, with a coding sequence of 1812 bp encoding a protein of 603 amino acids. One F-box domain located in its N-terminal region, described as a recognizer for ubiquitination targets, and two AMN1 domains containing many LRR repeats located in the middle and C terminus of the *OsAFB6* protein (Fig. S5). Many cis-acting elements were identified in the promoter (Table S1), including common elements related to transcription activity, elements that respond to light, auxin and other hormones such as ABA and GA, elements involved in the stress response and others.

The expression profile of *OsAFB6* was extracted from online microarray data (http://crep.ncpgr.cn/crep-cgi/home.pl). *OsAFB6* was highly expressed in tissues such as plumule, shoot apical meristem, young inflorescence and reproductive organs (stigma and ovary) compared to mature leaves and seedlings (Fig. 2A). The *OsAFB6* gene expression level gradually decreased with the growth of the inflorescence. Samples of ovary, inflorescences and stigma were collected from exclusive organs. However, for the young plumule, the samples are collected from the whole plumule (from basal to tip). To test whether the expression of *OsAFB6* probably exhibited gradient changes in plumula, a construct with the GUS gene driven by the 2-kb *OsAFB6* native promoter was introduced into the wild-type plant ZH11. GUS staining showed that the site near the embryo where the plumule came out displayed a stronger signal than the other parts, showing an expression gradient that decreased from the basal part to the tip (Fig. 2B,C). All these results illustrated that from germination to the heading stage, *OsAFB6* is preferentially expressed in tissues where meristem cells with more activities are located.

**Figure 2:**
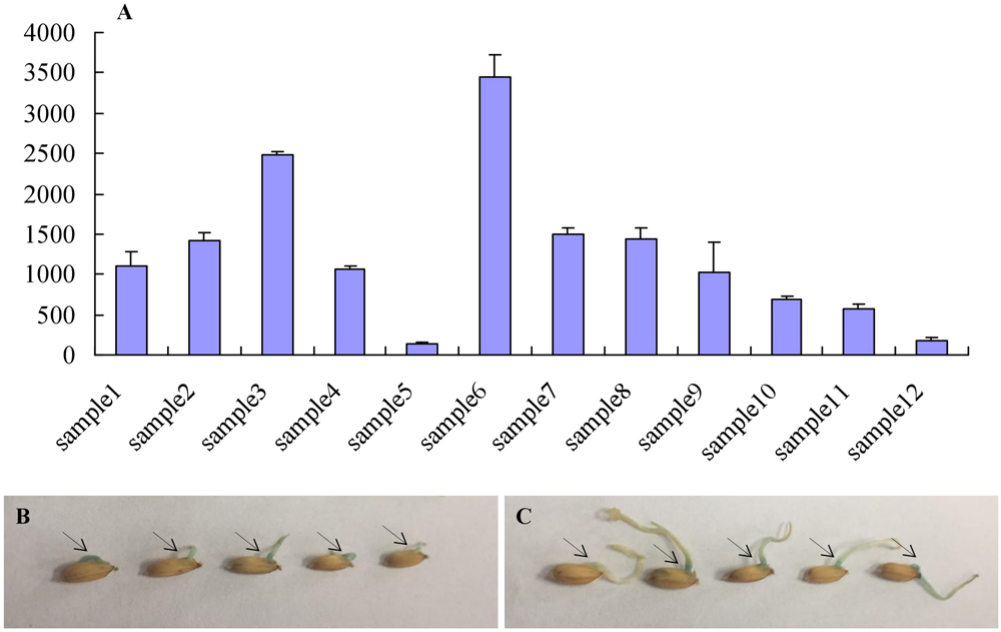
Expression pattern of *OsAFB*6. (**A**) Expression of *OsAFB6* in different tissues and different stages (data from http://crep.ncpgr.cn/crep-cgi/home.pl). Sample1: plumule; sample2: stigma; sample3: ovary; sample4: 7-day-old seedling; sample5: mature leaf; sample6: SAM sample7: young inflorescence (up to 3 cm); sample8: inflorescence (3–5 cm); sample9: inflorescence (5–10 cm); sample10: inflorescence (10–15 cm); sample11: inflorescence (15–22 cm); sample12: inflorescence (22–30 cm). (**B**,**C**) Pictures of the *OsAFB6* promoter-driven GUS transgenic material: (**B**) one day after germination and (**C**) two days after germination. These materials were soaked in GUS reagent for another 24 hours.

In addition, we performed scanning electron microscopy to identify any cellular changes in tissues with high *OsAFB6* expression. The primary and secondary branches of the young panicles before bract hair initiation were observed in *OXOsAFB6* mutants. The primary branch number was 8.8 in control plants and 10.3 in *OXOsAFB6* mutants, whereas the secondary branch numbers on each primary branch were comparable (approximately 5; Fig. 3).

**Figure 3:**
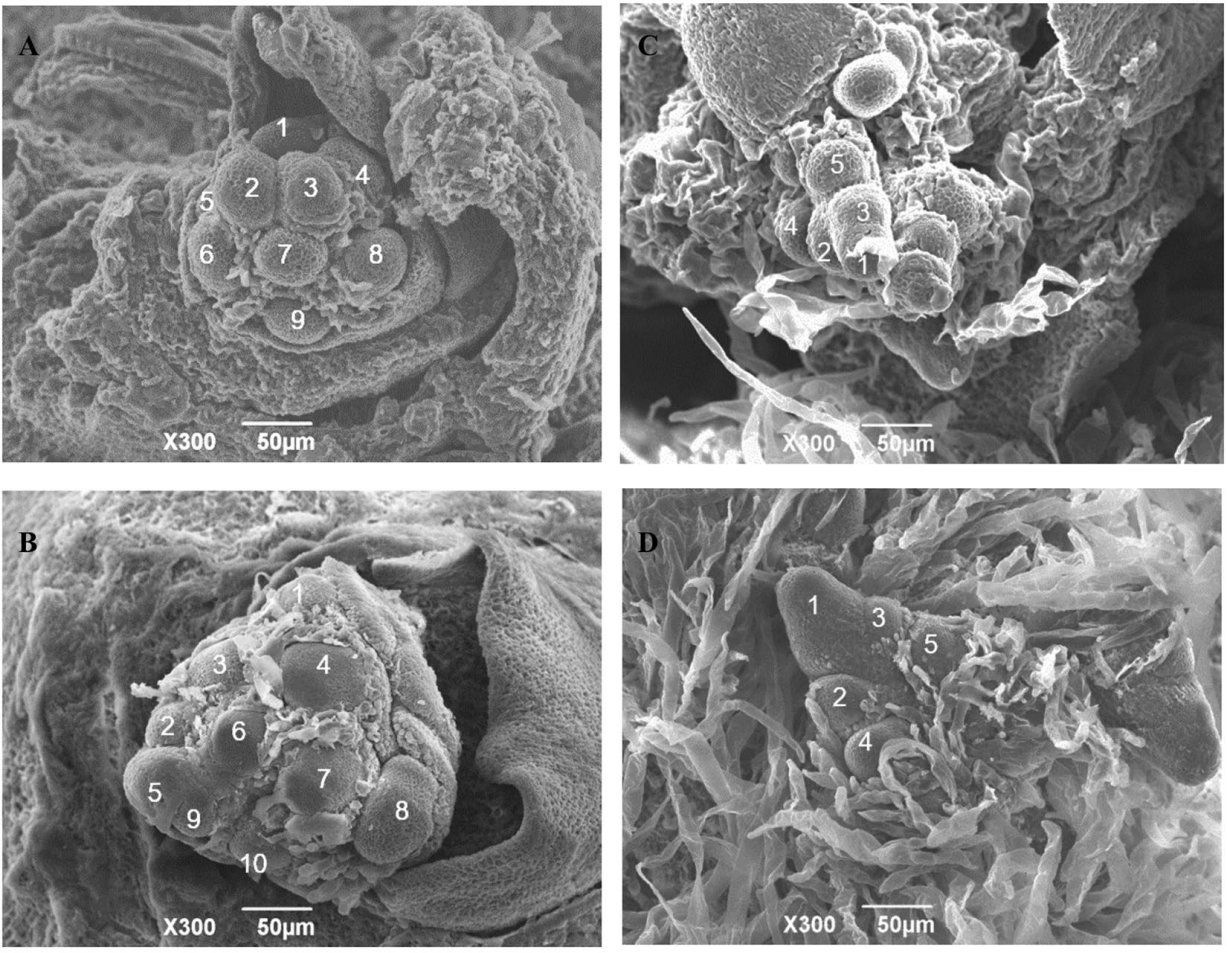
Scanning Electronic Microscope pictures for branch primordia of the OX*OsAFB6* mutants and the control plants. Primary branch primordia of the control plant (**A**) and OX*OsAFB6* mutant (**B**), secondary branch primordia of the control plant (**C**) and (**D**) OX*OsAFB6* mutant. The numbers on the picture indicate the number of branch primordium.

### *OsAFB6* increased the CK concentration and decreased the IAA concentration in young panicles

To uncover the function of *OsAFB6* in the hormone signaling pathway, we measured endogenous cytokinin and IAA concentrations in young panicles of the OX*OsAFB6* mutants and the control plants. N6-(Δ2-isopentenyl) adenine (iP), trans-zeatin (tZ), cis-zeatin (cZ), and dihydrozeatin (DHZ) were four active CK forms^36^. Concentrations of all four active CK forms were significantly higher in the *OXOsAFB6* mutant than in the wild type (Fig. 4A), especially cZ with more than a three times increase. However, the IAA concentration was significantly lower in the *OXOsAFB6* mutant plants (*OXOsAFB6* mutant plants: 8.1 ± 0.1 ng/g, control plants: 11.5 ± 0.9 ng/g) (Fig. 4B). In summary, the overexpression mutant of *OsAFB6* increased the CK concentration and decreased the IAA concentration in young panicles.

**Figure 4:**
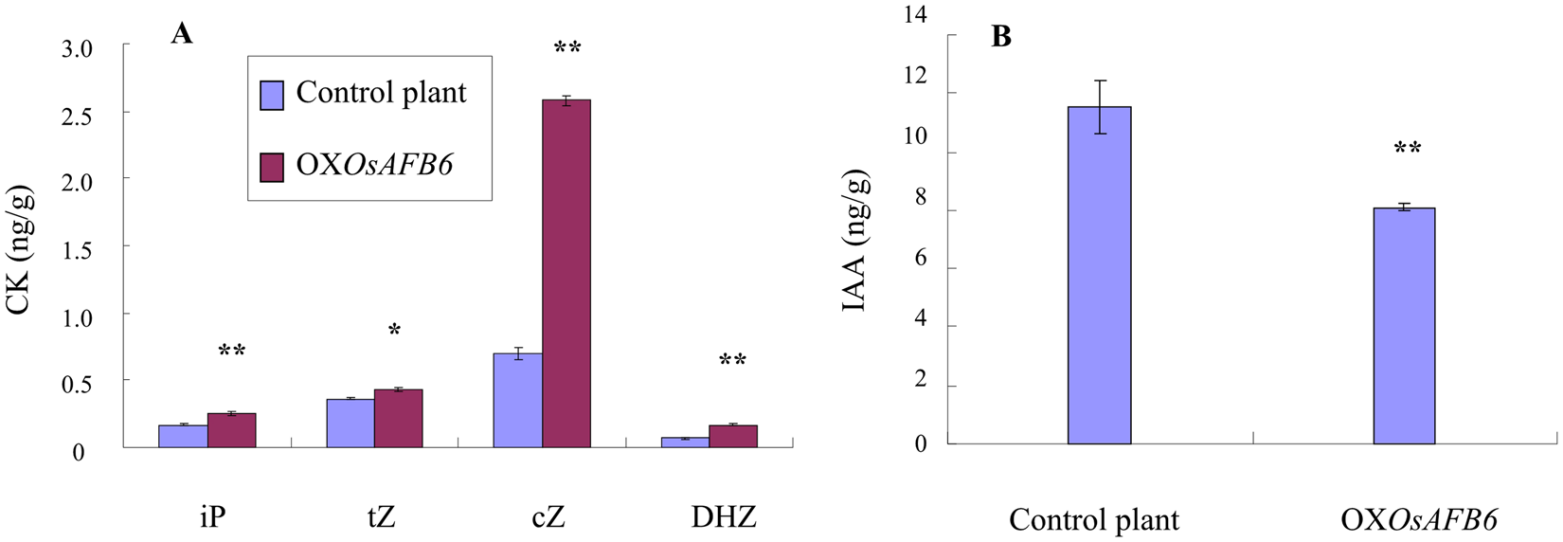
Cytokinin and IAA concentration of young panicles. iP: N6-(Δ2-isopentenyl) adenine. tZ: trans-zeatin. cZ: cis-zeatin. DHZ: Dihydrozeatin. There were four active forms of CK. OX*OsAFB6* and control plants represent the *OsAFB6* overexpression mutant and the Zhonghua 11 plant as the negative control, respectively. Error bars, standard deviation. *, ** Indicates significance at the level of P < 0.05 and 0.01, respectively.

### *OsAFB6* delays heading date by repressing the key flowering gene *Ehd1*

As shown above, the mutant OX*OsAFB6* significantly delayed the heading date and showed strong photoperiod sensitivity (Table 1). To elucidate the associated mechanism, seven key genes involved in the photoperiod flowering pathway were transcriptionally examined by qRT-PCR under both LD and SD conditions. Expression level analysis showed that *Ehd1*, as well as the florigen genes *Hd3a* and *RFT1*, was greatly suppressed in OX*OsAFB6* plants (Fig. 5). The expression levels of other genes, such as *OsGI*, *Ghd7*, *Ghd7.1* and *Hd1*, were comparable to those of the control plants (Fig. S6). Hence, *OsAFB6* overexpression dramatically decreased the expression level of florigen genes by repressing *Ehd1*, which ultimately resulted in late flowering.

**Figure 5:**
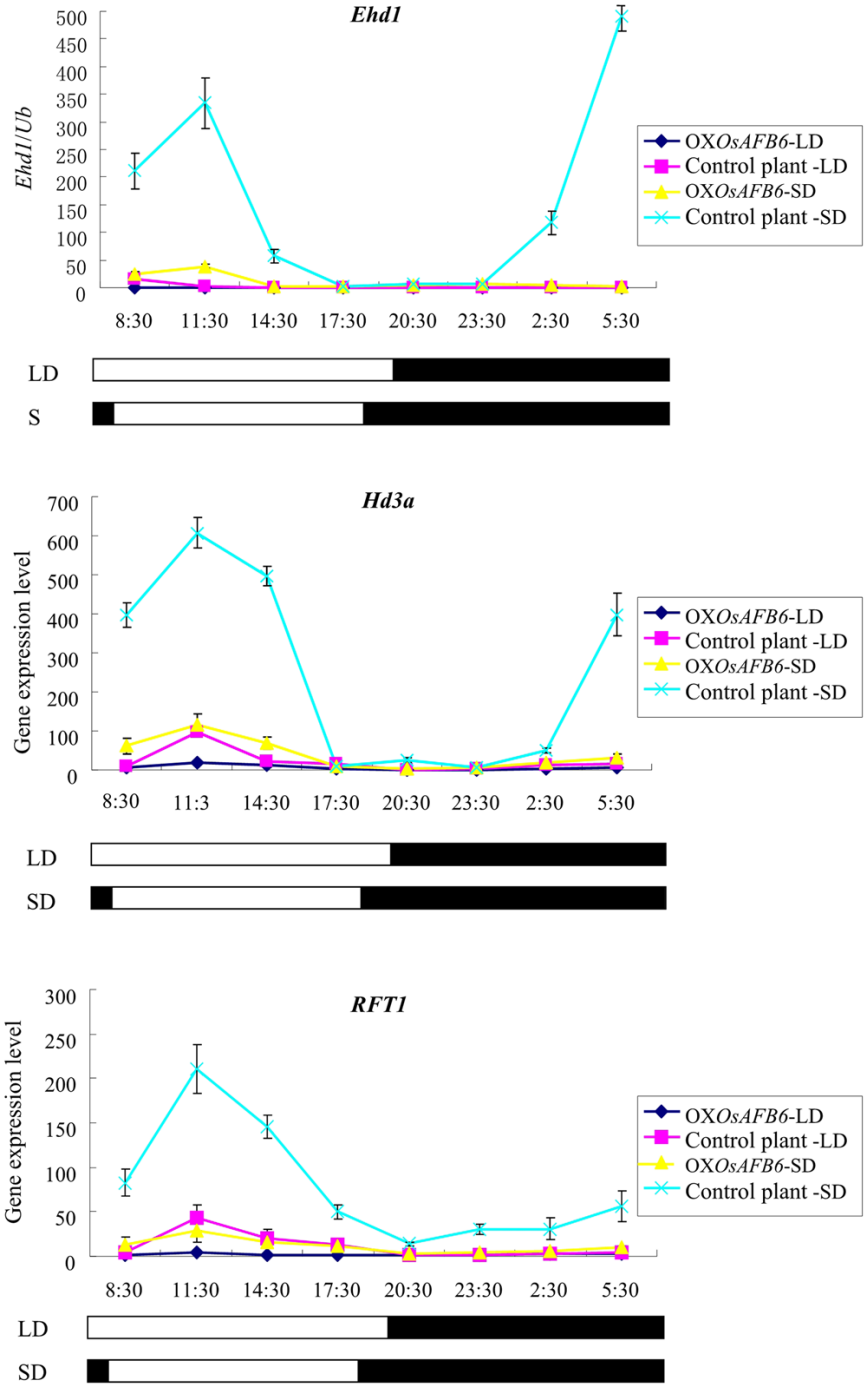
Expression levels of key flowering genes from the photoperiod flowering pathway in the OX*OsAFB6* mutant and control plant under LD and SD conditions. OX*OsAFB6*-LD and control plant-LD represent the genotypes of *OsAFB6* for the expression mutant and the negative the control plant, respectively, under long-day conditions. OX*OsAFB*-SD and control plant-SD represent the genotypes under short day conditions. The white bars indicate the light period, and the black bars indicate the dark period. The numbers below the x-axis indicate hours of the days. Error bars, standard deviation.

### Global regulation by *OsAFB6* involved in flowering and hormone pathways

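Young panicles below 1 mm were dissected from 80 OX*OsAFB6* mutant plants and 80 control plants in 2015. The panicles of each group were divided into 2 biological replicates, so that 4 libraries were sequenced. By the paper's account, OX*OsAFB6* plants overexpress *OsAFB6*, an F-box gene of the auxin receptor family. The control plants were plants without the transgene. Their sample labels call them negative plants of the same transgenic event, whereas the paper's methods describe controls grown from calli without foreign DNA. The authors' deposited table lists 287 genes with 1 mean value per genotype, a log2 fold change, a p-value and an adjusted p-value, and it holds no value per library. The columns of means are headed RPKM, whereas the paper's supplementary table heads the same 287 pairs of means as read counts. Each printed mean could be written as whole reads of 2 libraries, where 1 read of a library adds the same amount for every gene, which a value divided by gene length would not allow. The means were therefore taken as the authors' read counts divided by a size factor for each library and averaged over the libraries of a genotype. The reads of each library were recovered from the means in this way. For 283 of the 287 genes, 1 pair of whole reads only fitted the mean of each genotype, and for the other 4 genes more than 1 pair fitted. On 287 simulated means, 286 resolved to 1 pair and all 286 pairs were the true reads. When the deposited means were moved by random amounts, 1.38% of the moved mutant means and 2.93% of the moved control means fell on whole reads. The recovered size factors were 1.01 and 1.14 for the mutant libraries and 0.887 and 0.977 for the control libraries. The means do not tell which library is replicate 1 or replicate 2, so the value of each library is given without a replicate number. Over the 283 resolved genes, 187319 and 220806 reads were counted in the mutant libraries and 323205 and 348936 reads in the control libraries. The total depth of the libraries is unknown, because only listed genes are in the table. The median absolute log2 ratio between the libraries of a genotype was 0.27 in the mutant and 0.32 in the control plants, against a median absolute log2 fold change of 1.82 between the genotypes. The replicates of a genotype were pools from the same collection of panicles, so their ratio leaves out variation between separate growths. The listed genes were also selected for their difference, which enlarges this contrast. The paper's text does not name the aligner, the gene annotation or the statistical test. The p-values are the authors', and the test was not repeated, since a table of selected genes gives no unselected genes to estimate the spread from.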

An RNA-seq experiment was also launched to define the global regulation of *OsAFB6* in the *OXOsAFB6* mutant. 

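The adjusted p-value of a gene, multiplied by its rank and divided by its p-value, gives the number of genes tested under the Benjamini-Hochberg method. For the last-ranked gene in the authors' deposited table this number was 32751, and the median over all listed genes was 32749. A Benjamini-Hochberg adjustment of the listed p-values over 32751 genes came within 1% of the adjusted p-value of each of the 287 listed genes. No rank was therefore missing up to the largest adjusted p-value in the authors' deposited table, 0.0499. In each of the 283 genes with resolved reads, the normalized read counts of both mutant libraries lay on the same side of those of both control libraries. With 2 libraries against 2, chance gives this for 33.3% of unselected genes, and the listed genes were selected for their difference. The alternative that moved the number of genes most was a Bonferroni correction over the same 32751 genes, which left 65 genes.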

A total of 287 differentially expressed genes were identified in young panicles. Among these genes, 58 were upregulated, while the remaining 229 were downregulated (Fig. S7; Excel named RNA sequencing result). 

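The downregulated genes made up 79.8% of the list, and 84.1% of the genes with an adjusted p-value under 0.01. In the authors' deposited table, the median log2 fold change was 1.82 among the upregulated genes and -1.82 among the downregulated genes with a mean above 0 in both genotypes. With the genes at no more than 3 reads in a genotype set to the lower bound of their fold change, the median of the downregulated genes was -1.84. The upregulated gene nearest to 0 had a log2 fold change of 1.26 and the downregulated gene nearest to 0 a log2 fold change of -1.24 in the authors' deposited table. The upregulated gene with the smallest p-value was OS05G0541900, described as a putative 60S ribosomal L28 protein on chromosome 5. Its normalized read count was 4869 and 4951 in the mutant libraries and 265 and 305 in the control libraries, and its log2 fold change in the authors' deposited table was 4.11 (adjusted p = 7e-21). The downregulated gene with the smallest p-value was OS08G0240200 on chromosome 8 (adjusted p = 1.4e-34 in the authors' deposited table). It had 473 and 418 reads in the control libraries and 1 read in each mutant library, so its expression was at least 172-fold lower in the mutant. Among genes whose lower mean was at least 10, the next largest increases in the authors' deposited table were 16.3-fold for EPlOSAG00000023747 and 8.47-fold for OS08G0475500. The largest decreases on the same condition were 13.6-fold for OS09G0554200, 11.4-fold for OS09G0403300 and 10.7-fold for OS06G0716100 in the authors' deposited table. The mutant libraries of OS09G0403300 differed, with normalized read counts of 18.8 and 7.01. In 14 genes neither mutant library had more than 3 reads, and 8 of these were listed at 0.

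**Figure D1:**
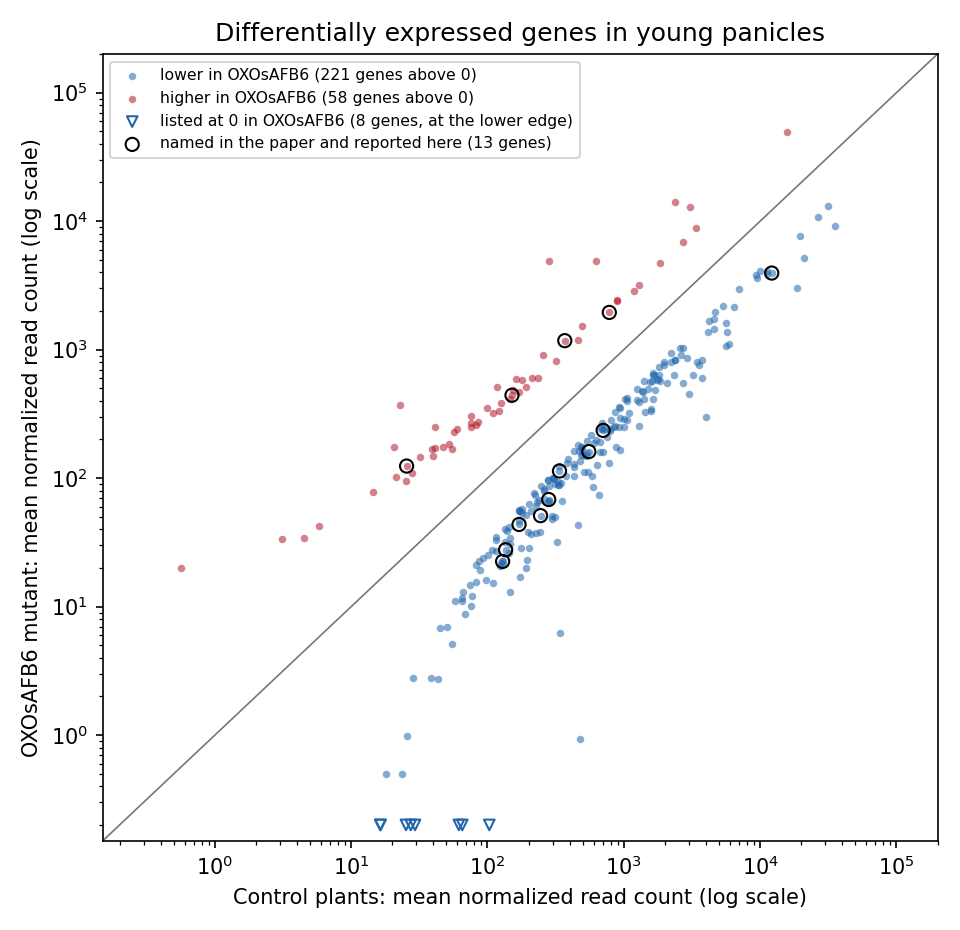
Mean normalized read count of each differentially expressed gene in control plants (horizontal axis, log scale) and in the OX*OsAFB6* mutant (vertical axis, log scale), as deposited by the authors. Each point is a gene, the line marks equal means, the 8 genes listed at 0 in the mutant are drawn as triangles at the lower edge, and circles mark 13 genes named in the paper.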

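The deposited table gives a description for 240 of the 287 genes, and no GO terms. Of the listed genes, 8 had a description that names a photosystem, chlorophyll, the oxygen-evolving complex or cytochrome b6. In the authors' deposited table, all 8 were lower in the OX*OsAFB6* mutant, with log2 fold changes from -1.36 for OS03G0765900, a cytochrome b6f complex subunit, to -1.90 for OS07G0148900, a photosystem I protein-like protein. Their mean normalized read counts in the mutant lay between 57.7 and 766 and their adjusted p-values between 0.000532 and 0.0348 in the authors' deposited table. Of the other 278 listed genes, 220 were also lower in the mutant. The share of lower genes did not differ detectably between the 8 genes and the others (Fisher's exact test, two-sided, p = 0.366), and 8 genes cannot give a smaller p in this direction, since all of them were already lower. When descriptions with chloroplast or plastid were added, 10 of 12 genes were lower and 2 were higher (Fisher's exact test, two-sided, p = 1.00).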

GO analysis showed that the up- or down-regulated genes were involved in photosystem, which suggests they might be sensitive to light; in flowering pathway, and in hormone pathways (including auxin and other hormones sensitive, biosynthetic, catabolic processes and signaling pathways). For instance, two flowering-related genes, *OsMADS34/PAP2* (LOC_Os03g54170) and *OsHAP2F* (LOC_Os12g42400), were upregulated, and *OsHAP3F* (LOC_Os07g41580) was downregulated. 

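*OsMADS34*/*PAP2*, OS03G0753100 on chromosome 3, had a mean normalized read count of 442 in the OX*OsAFB6* mutant and 151 in the control plants in the authors' deposited table, a log2 fold change of 1.55 (adjusted p = 0.0143). The mutant libraries had normalized read counts of 386 and 498, and the control libraries 149.9 and 153. *OsHAP2F* was taken as OS12G0618600 on chromosome 12, the gene described as HAP2 subunit of the HAP complex. Its means in the authors' deposited table were 1949 and 783, a log2 fold change of 1.32 (adjusted p = 0.0344). The mutant libraries had 1813 and 2086 and the control libraries 772 and 793. *OsHAP3F* was taken as OS07G0606600 on chromosome 7, described as HAP3 subunit of the HAP complex. Its means were 27.7 in the mutant and 136 in the control plants in the authors' deposited table, a log2 fold change of -2.29 (adjusted p = 0.0015). It had 25 and 35 reads in the mutant libraries and 132 and 120 reads in the control libraries. With a pseudocount of 10, the log2 fold change of *OsHAP3F* moved to -1.95. With each library left out in turn, the log2 fold changes stayed between 1.35 and 1.72 for *OsMADS34*, between 1.21 and 1.41 for *OsHAP2F* and between -2.46 and -2.15 for *OsHAP3F*.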

Five genes in auxin signaling, degradation and transport pathways were downregulated, including one of the *Aux/IAA* family genes, *OsIAA27* (LOC_Os11g11410); the auxin-rapid response gene *OsGH3.3/OsJAR2* (LOC_Os01g12160), which also functioned as a light and JA-signaling gene; the dioxygenase for auxin oxidation gene *DAO* (LOC_Os04g39980); a gene that promoted auxin polar transport, *HOX1* (LOC_Os10g41230); and an auxin efflux transporter gene, *OsPIN5b* (LOC_Os08g41720). 

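In the authors' deposited table, *OsIAA27* (OS11G0221000, chromosome 11) had a mean normalized read count of 68.2 in the OX*OsAFB6* mutant and 281 in the control plants, a decrease of 4.13-fold (adjusted p = 0.000756). *OsGH3.3*/*OsJAR2* (OS01G0221100, chromosome 1) decreased from 245 to 51.1, or 4.80-fold, in the authors' deposited table (adjusted p = 0.000209). The listed gene with the next lower identifier, OS01G0221000, was lower in the mutant as well, with means of 25.9 and 143 in the authors' deposited table. As both genes fell, reads that moved from one of them to the other do not give this pattern by themselves. Whether the authors' counting could split reads between such neighbours is not stated in the paper's text. *DAO* (OS04G0475600, chromosome 4), the 2-oxoglutarate-dependent dioxygenase, had means of 235 and 706 in the authors' deposited table (adjusted p = 0.00644). *HOX1* (OS10G0561800, chromosome 10), a homeobox-leucine zipper gene, had means of 114 and 337 in the authors' deposited table (adjusted p = 0.019). The gene matched to *OsPIN5b* was OS08G0529000 on chromosome 8, which the table names PIN4 and describes as a probable auxin efflux carrier component. It decreased 5.75-fold in the authors' deposited table, with an adjusted p-value of 0.0196 and a mean of 22.5 in the mutant, and the size of the decrease depended on which mutant library was left out. In all 5 genes both mutant libraries lay below both control libraries, as in every lower listed gene with resolved reads. With each library left out in turn, the log2 fold change of *OsGH3.3* stayed between -2.53 and -2.04, that of *DAO* between -1.69 and -1.47 and that of *HOX1* between -1.71 and -1.44.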

Genes in other hormone pathways, such as the cytokinin-signaling gene *OsRR11* (LOC_Os02g42060) and *WOX3* (LOC_Os05g02730), which is a gene that might integrate auxin and cytokinin signaling pathways, were upregulated. 

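*OsRR11* was matched by its description, type A response regulator 11, to OS02G0631700 on chromosome 2. In the authors' deposited table its mean normalized read count was 124 in the OX*OsAFB6* mutant and 25.5 in the control plants, a log2 fold change of 2.28 (adjusted p = 0.00235). The mutant libraries had 112 and 157 reads and the control libraries 18 and 30 reads. No other listed gene was described as a response regulator. For *WOX3*, the only listed gene described as WUSCHEL-related homeobox was OS05G0118700 on chromosome 5, which the table names WOX2. Its means in the authors' deposited table were 1175 and 369, a log2 fold change of 1.67 (adjusted p = 0.00277). The mutant libraries had normalized read counts of 1204 and 1146, and the control libraries had 209 and 529. Without the control library at 529, the log2 fold change of this gene would be 2.49, and without the library at 209 it would be 1.15.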

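In the authors' deposited table, *CKX5* (OS01G0775400, chromosome 1) had a mean normalized read count of 161 in the OX*OsAFB6* mutant and 554 in the control plants, a log2 fold change of -1.78 (adjusted p = 0.00986). *D14* (OS03G0203200, chromosome 3), described as a probable strigolactone esterase, had means of 3946 and 12167 in the authors' deposited table (adjusted p = 0.00186). The mutant libraries had normalized read counts of 4105 and 3787 and the control libraries 13104 and 11229. *OsNAC2* was matched to OS04G0460600 on chromosome 4, the only listed gene described as a NAC domain protein. Its log2 fold change in the authors' deposited table was -1.97 (adjusted p = 0.00469), with 50 and 43 reads in the mutant libraries and 168 and 148 reads in the control libraries.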

Four genes in cytokinin pathways were downregulated: cytokinin dehydrogenase *CKX5* (LOC_Os01g56810); *D*14 (LOC_Os03g10620), which functions in the strigolactone (SL) signaling pathway; *OsNAC2* (LOC_Os04g38720), which participates in GA signaling; and *RAF1* (LOC_Os10g30870), which is responsive to ethylene. These data suggest that *OsAFB6* plays an important role in the flowering pathway, the auxin signaling pathway and crosstalk with other hormone signaling pathways.

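The 13 genes reported here by name from the paper's RNA-seq result comprised 4 upregulated and 9 downregulated genes. The identifier lies on the chromosome of the paper's locus name in each of the 13 genes. Their fold changes ranged from 2.49 to 5.75, and they ranked between 49 and 227 by p-value among the listed genes in the authors' deposited table. The value of each gene could be read in all 4 libraries, and the libraries of the mutant and the control plants did not overlap in any of the 13 genes. The same held for all 283 listed genes with resolved reads, which were selected for their difference. It therefore does not set the 13 genes apart. Leaving out 1 library cannot reverse the direction of a gene whose groups do not overlap. The median absolute log2 fold change of the 13 genes was 1.78, and it was 2.12 when 1 of the control libraries was left out. From the genes of flowering, auxin and other hormones in this list, the paper proposes that *OsAFB6* acts in flowering, in auxin signaling and in its interplay with other hormones.

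**Figure D2:**
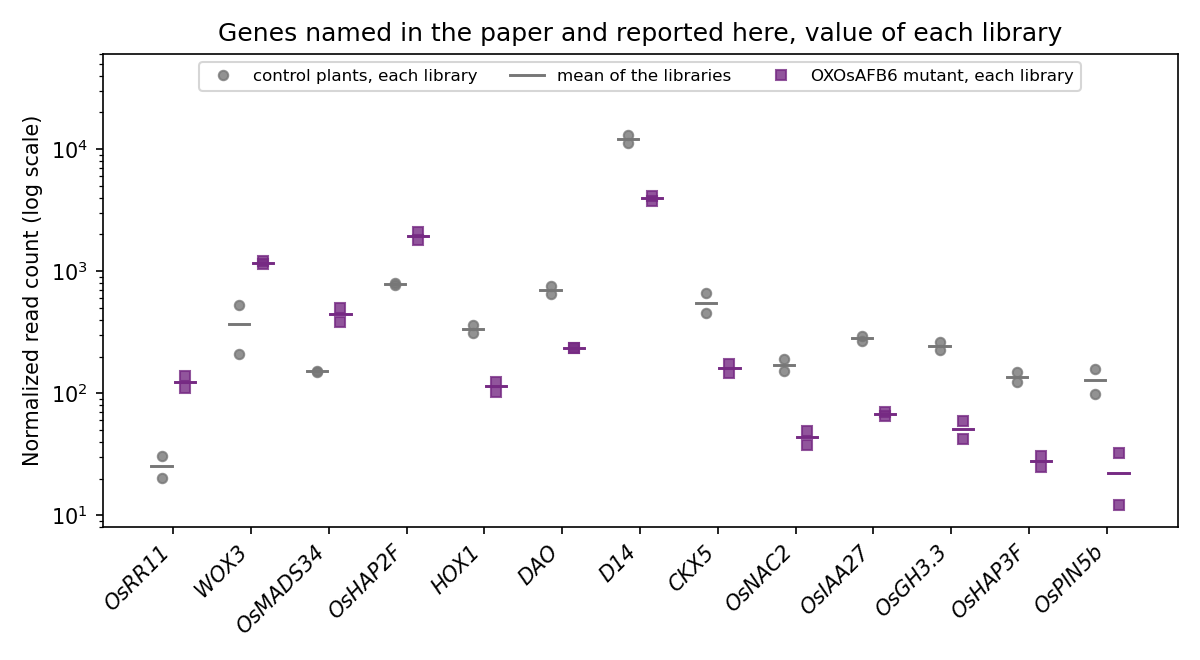
Normalized read count (vertical axis, log scale) of 13 genes named in the paper in each control library (circles) and each OX*OsAFB6* library (squares), with the mean of the libraries as a bar. The 4 upregulated genes are on the left and the 9 downregulated genes on the right. The points of the groups do not overlap in any gene, as in all listed genes with resolved reads.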

Further experiments were carried out to confirm the expression levels of genes involved in signaling pathways identified through RNA-seq. In rice, there are 31 genes encoding Aux/IAAs, which are short-lived nuclear proteins, the substrates of the SCF complex^17^. 

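The reads behind the mean of *OsIAA27* were 66 and 81 in the OX*OsAFB6* libraries and 263 and 260 in the control libraries. After division by the size factors these were 65.4 and 71.0 against 296 and 266. With each library left out in turn, the log2 fold change stayed between -2.12 and -1.97. *OsIAA27* was the only gene in the list described as an Aux/IAA protein. The table holds only genes past the authors' threshold, so expression of the other Aux/IAA genes was not analysed here.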

*OsIAA27*, a member of the *AUX/IAA* family, was downregulated in the OX*OsAFB6* mutant RNA-seq results. Thus, a total of 31 genes in the family were analyzed by qRT-PCR. Four of them, *OsIAA4*, *14*, 18 and 27, were downregulated, whereas *OsIAA8*, 11, 12, 23, 24, 28 and 30 were upregulated in the mutant (Fig. 6A). An auxin efflux carrier-like gene *OsPIN5b* (LOC_Os08g41720) was downregulated in the *OXOsAFB6* mutant RNA-seq results. Therefore, the expression of the other 5 auxin transporter genes, including the influx transporter gene *AUX1* and efflux transporter genes *PIN1*, 2, 3, and *5a*, was also examined (Fig. 6B). 

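The mean of *OsPIN5b* rested on 33 and 14 reads in the OX*OsAFB6* libraries and on 141 and 97 reads in the control libraries. The mutant libraries differed more at this gene than at the other genes reported here by name from the paper, with normalized read counts of 32.7 and 12.3, against 159 and 99.3 in the control libraries. Without the higher mutant library the log2 fold change was -3.40, and without the lower one it was -1.98. No other listed gene was described as an auxin efflux carrier, and 0 listed genes were described as an auxin influx carrier.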

The influx transporter gene *AUX1* was upregulated, while all the efflux transporter genes were downregulated. In addition, *CKX5*, a cytokinin dehydrogenase from the CKX gene family, was found to be downregulated in the *OXOsAFB6* mutant RNA-seq results. 

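*CKX5* had 148 and 200 reads in the OX*OsAFB6* libraries and 400 and 642 reads in the control libraries. The normalized read counts were 147 and 175 in the mutant and 451 and 657 in the control plants. The lower control library was above both mutant libraries, as in every lower listed gene with resolved reads. With each library left out in turn, the log2 fold change of *CKX5* stayed between -2.03 and -1.49. *CKX5* was the only listed gene described as a cytokinin dehydrogenase.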

Interestingly, we found that another well-known gene in this family, *CKX2* (*Gn1a*), which regulates rice grain production^29^, was also downregulated in the mutant (Fig. 6C). Taken together, our RNA-seq and further experiments show that *OsAFB6* plays a critical role in global flowering and hormone regulatory systems and contributes to the phenotype change of the *OXOsAFB6* mutant in late flowering and grain yield increases.

**Figure 6:**
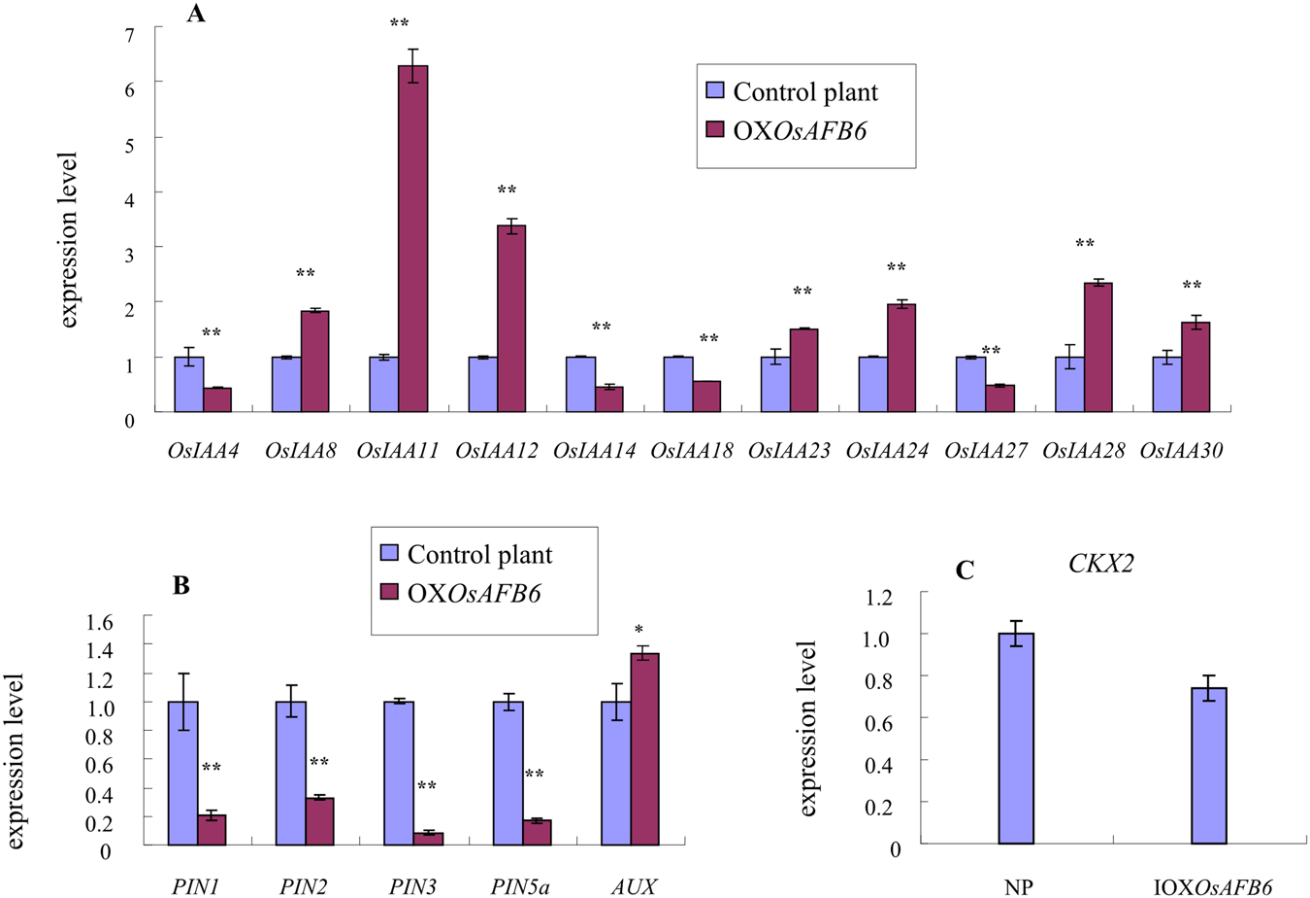
Differentially expressed genes in young panicles by real-time PCR. (**A**) The expression level of *OsIAA/AUX* family genes. (**B**) The expression level of auxin transporter genes. (**C**) CKX2 expression level. OX*OsAFB6* and control plants represent the *OsAFB6* overexpression mutant and Zhonghua 11 plant as the negative control, respectively. The expression levels of each gene in the control plants were marked as 1. Error bars, standard deviation. *, ** Indicates significance at the level of P < 0.05 and 0.01, respectively.

## Discussion

### *OsAFB6* overexpression delays heading date by repressing the expression of *Ehd1*

Rice is a short-day plant that flowers early under short-day conditions. The *OsAFB6* overexpression mutant delayed heading under LD and SD conditions but with different effects. This character of *OsAFB6* is unique among known flowering genes. *Hd1* promotes flowering under SD conditions but delays flowering under LD conditions^30^. *Ghd7*, *Ghd8, Ghd7.1* and *OsMADS56* are specific repressors under LD conditions^31,32,34,37^. *CO3* negatively regulates flowering under SD conditions^38^. *COL4*, *COL10*, *COL13* and *OsPhyB* are constitutive repressors under both SD and LD conditions^39–42^, while *OsMADS50* can promote flowering under both conditions^43^. *Ehd1*, a well-known flowering gene, is highly homologous to the B-type response regulator (RR) family genes in the CK signaling pathway^44^. A recent study revealed that homodimerization of *Ehd1* was crucial for its activity, which could be inhibited by OsRR1, an A-type RR member. OsRR1 physically interacted with *Ehd1* to form a heterodimer, which was an inactive complex for regulating flowering^45^. In OX*OsAFB6*, *OsRR1* was upregulated, and more OsRR1 proteins were potentially synthesized. With a lower *Ehd1* expression level, more *Ehd1* was involved in forming the inactive heterodimer OsRR1-*Ehd1*; this greatly weakened *Ehd1* flowering promotion. *OsAFB6* was a light-responsive gene harboring light response cis-elements in the promoter region, which probably explained the fact that its transcription could be induced rapidly after moving from dark to light conditions and decreased dramatically under the inverse conditions (Fig. S2F–H), as well as the fact that the expression levels of *OsAFB6* in the OX*OsAFB6* mutant were 5–20-fold and 15–35-fold higher compared with the control plants under SD and LD conditions, respectively. Therefore, the flowering difference was dependent on the *OsAFB6* expression level, which was regulated by photoperiod.

### *OsAFB6* increased grain yield through CK pathways

The plant hormone cytokinin is another key regulator of growth and development in plants, such as the formation of SAM^23^. The CK concentration remained balanced by synthesis and metabolism. The *WOX3* gene was reported to downregulate the expression level of the *YAB3* gene, which encodes a repressor of the *KNOX* genes *OSH1* and *OSH3*^46^. KNOX proteins function as positive regulators of CK production through induction of the CK biosynthesis enzyme^47^. In this study, overexpression of *OsAFB6* upregulated the *WOX3* gene, which resulted in more CK by alleviating the repression of the CK biosynthesis enzyme by the *YAB3* gene. In contrast, *Gn1a* (*OsCKX2*), which encodes cytokinin oxidase/dehydrogenase, an enzyme that degrades the phytohormone cytokinin^29^, was confirmed to be downregulated in the young panicle of the OX*OsAFB6* mutant. This would prevent the degradation of CK and result in CK accumulation, which was reported to regulate rice branch and flower numbers^48^. Therefore, an increased CK level was expected in OX*OsAFB6*. IAA repressed CK biosynthesis^49^ and inhibited apical meristem outgrowth^50^. In fact, the increased endogenous active CK concentration in the mutant OX*OsAFB6* agreed with the expression changes of CK-related genes. Taken together, higher CK and lower IAA concentrations in the panicle promoted inflorescence meristem development and resulted in large panicles in the OX*OsAFB6* mutant. In addition, the differentiation of both the sieve tubes and the vessels of vascular tissues was induced by auxin and CK^51^, which was also in accordance with the observation that there were more vascular bundles in OX*OsAFB6*. The advanced vascular system enhanced assimilate transport capability and ensured a comparable seed setting rate. Finally, the grain yield increased by 50% in the OX*OsAFB6* line compared to the control plants (Table 1).

### Potential of *OsAFB6* for high-yield breeding in different regions

There is a large planting zone for rice worldwide; some regions have a long day length and some have a neutral day length or short day length during the rice-growing season. Therefore, the varieties grown in different regions require distinct photoperiod sensitivity^33^. In the OX*OsAFB6* mutant, grain yield was greatly increased by extending the vegetative growth phase due to delayed heading (Table 1) and an increased CK concentration in young panicles (Fig. 4). Plants with suitable overexpressed levels of *OsAFB6* also exhibited late flowering, more primary branches and more grain yield (Table 2). Hence, it is encouraged to generate several overexpression transgenic lines with different expression levels of *OsAFB6*. Then, all transgenic lines should be recorded for heading date and grain yield in regions with diverse photoperiod and temperature resources. Finally, the most appropriate lines for a region should be determined with an optimal heading date, which will allow the plants to fully utilize the local sunlight and temperature resources to produce high yield potential.

## Materials and Methods

### Generation of transgenic plants

A 1246-bp genomic fragment of *CCT05* from Minghui63 (MH63) and a 1812-bp coding sequence region of *OsAFB6* from Zhonghua 11 (ZH11) were separately cloned into the pCAMBIA1301 vector under the 35S promoter. For the *OsAFB6*-RNAi construct, a 472-bp fragment was amplified from ZH11 and cloned into the pDS1301 vector. For the *OsAFB6*-CRISPR construct, the target site was located in the first exon. For promoter-GUS assays, a 2-kb promoter fragment of *OsAFB6* was cloned into the DX2181 vector. Constructs were transformed into ZH11, a japonica rice variety (*O. sativa L. ssp. japonica*). For each transformation, we generated transgenic-negative plants from calli that did not integrate any exogenous DNA. They experienced the same tissue culture processes and were used as controls (hereafter named control plants) by Agrobacterium tumefaciens-mediated transformation methods^52^. The primer sequences for vector construction are listed in Table S2.

### Field experiments and trait measurements

In the normal rice growing season, rice plants were grown in the experimental field of Huazhong Agricultural University, Wuhan, China. Each year, seeds were planted in seedling beds in mid-May and were transplanted to the field approximately 25 days later. Ten plants were transplanted in each row as 16.5 × 26 cm within and between rows. Field management followed normal agricultural practices. Heading date (HD) was recorded as the number of days from sowing to the appearance of the first panicle. After ripening, the middle eight of ten plants in a row (the middle five out of seven plants for day length treatment) were measured for plant height (PH) from the paddy field surface to the highest panicle tip. At the harvest stage, the plants were harvested individually to score the number of panicles, the primary and secondary branch number (PBN; SBN), and the lengths of five panicles for each plant. Then, the numbers of full-filled grains and empty grains, as well as the full-filled grain length, width and weight, were obtained. Finally, spikelet number per panicle (SPP), 1000-grain weight (KGW) and grain yield per plant were calculated.

### Long-day (LD) and short-day (SD) condition treatments

In the field, the *OsAFB6* overexpression mutant (hereafter named OX*OsAFB6*) and its control plants were grown under natural long-day conditions (LD) in Wuhan (more than 13.5 hours of day length) and natural short-day conditions (SD) in Hainan (less than 12 hours of day length) for recording heading date and yield-related traits. OXOsAFB6 and its control plants were planted in nutrient solution (Table S3) under LD (daytime from 6:00 AM to 8:00 PM) and SD (daytime from 8:00 AM to 6:00 PM) conditions at 28 °C set in growth chambers. The leaves from three plants of each genotype at the same time point were pooled as a single biological sample, and three biological samples were used for checking the expression level of flowering genes by qRT-PCR.

### DNA extraction and Southern blotting

Leaves from seedlings were collected for DNA extraction following a previously described method^53^. A 150-bp fragment of the hygromycin gene was amplified by PCR to use as a probe and was labeled with DIG-High Prime from a DIG-High Prime DNA Labeling and Detection Starter Kit I (Roche, Mannheim, Germany). DNA concentrations were measured using a NanoDrop 2000 (Thermo, MA, USA), and 3 µg of DNA was digested with Hind III (Takara, Otsu, Japan) for Southern blotting.

### RNA extraction and qRT-PCR

Total RNA was isolated using TransZol reagent (TransGen Biotech, Beijing, China). Then, 3 μg of RNA was reverse-transcribed using oligo (dT) primers and MLV reverse transcriptase (Invitrogen, CA, USA) with the rice *Actin1* gene as a control for concentration consistency tests. The ABI7500 real-time PCR detection system was applied (Applied Biosystems, CA, USA). The rice *Ubq* gene (LOC_Os03g13170) was used as an internal control. Three technical repeats were performed for all analyses. All the primers used are listed in Table S2.

### Thermal asymmetric interlaced PCR (TAIL-PCR)

Three specific primers, SP1, SP2 and SP3, were designed according to the T-border sequence of the pCAMBIA vectors, along with six short arbitrary degenerate primers with low annealing temperatures (Table S2). The products from tertiary PCR with clear bands were digested using exonuclease. PCR systems and procedures were performed as previously described^54^.

### Bioinformatic analysis of *OsAFB6*

We searched the Rice Functional Genomic Express Database (http://signal.salk.edu/cgi-bin/RiceGE) to understand the gene structure. We used the conserved domain database on NCBI for conserved domain prediction, (https://www.ncbi.nlm.nih.gov/Structure/cdd/wrpsb.cgi). Promoter analysis was performed on PlantCARE (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/). The expression pattern of *OsAFB6* was obtained from the Collection of Rice Expression Profiles on NCPGR (http://crep.ncpgr.cn/crep-cgi/home.pl) through a rice multiplatform microarray search^55^.

### Scanning electron microscopy observation of young panicles

Young panicles at the primary and secondary branch initiation stages were observed using a scanning electron microscope (JSM-6390LV, JEOL, Akishima-shi, Japan), as described previously^56^.

### RNA sequencing and qRT-PCR analysis

Young panicles (<1 mm) were dissected from the main culms of 80 OX*OsAFB6* mutant plants and 80 negative control plants in the summer of 2015 and then immediately placed into a 1.5 ml RNase-free tube (Invitrogen, CA, USA) floating in liquid nitrogen. Samples for each group were divided into two halves as 2 biological replicates for RNA extraction. RNA was extracted and sequenced by a biotechnology company (Novogene, Beijing, China). The RNA sequencing data were deposited in The National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) database^57^ under the accession number GSE106954. Several key differentially expressed genes identified from RNA sequencing were later examined by qRT-PCR with RNA samples from young panicles (<1 mm) of 30 OX*OsAFB6* mutant plants and 30 negative control plants in the summer of 2016.

### Measurement of cytokinin and IAA concentrations

Young panicles (<1 mm) of 40 OX*OsAFB6* mutant plants and 40 control plants were dissected in the summer of 2017. Samples for each group were divided into 3 biological replicates. Samples in liquid nitrogen were delivered to Greensword Creation Technology Company (Wuhan, China). Measurements of IAA and four active forms of cytokinin were made using the methods described by Liu *et al*.^58^ and Chen *et al*.^59^. Three technical repeats were performed for all measurements.

## Electronic supplementary material

Dataset 1

Dataset 2

Dataset 3

## Data Availability

The data were deposited into the NCBI GEO database under the accession number GSE106954.

# Supplementary material for: Overexpression of an auxin receptor OsAFB6 significantly enhanced grain yield by increasing cytokinin and decreasing auxin concentrations in rice panicle
**Source:** Sci Rep. 2018 Sep 19;8:14051. doi: 10.1038/s41598-018-32450-x
**Supplement:** Supplementary file 3 — Dataset 3

**Supplementary information**

**Overexpression of an auxin receptor *OsAFB6* significantly enhanced grain yield by increasing cytokinin and decreasing auxin concentrations in rice panicle**

Qin He, Lin Yang, Wei Hu, Jia Zhang, Yongzhong Xing

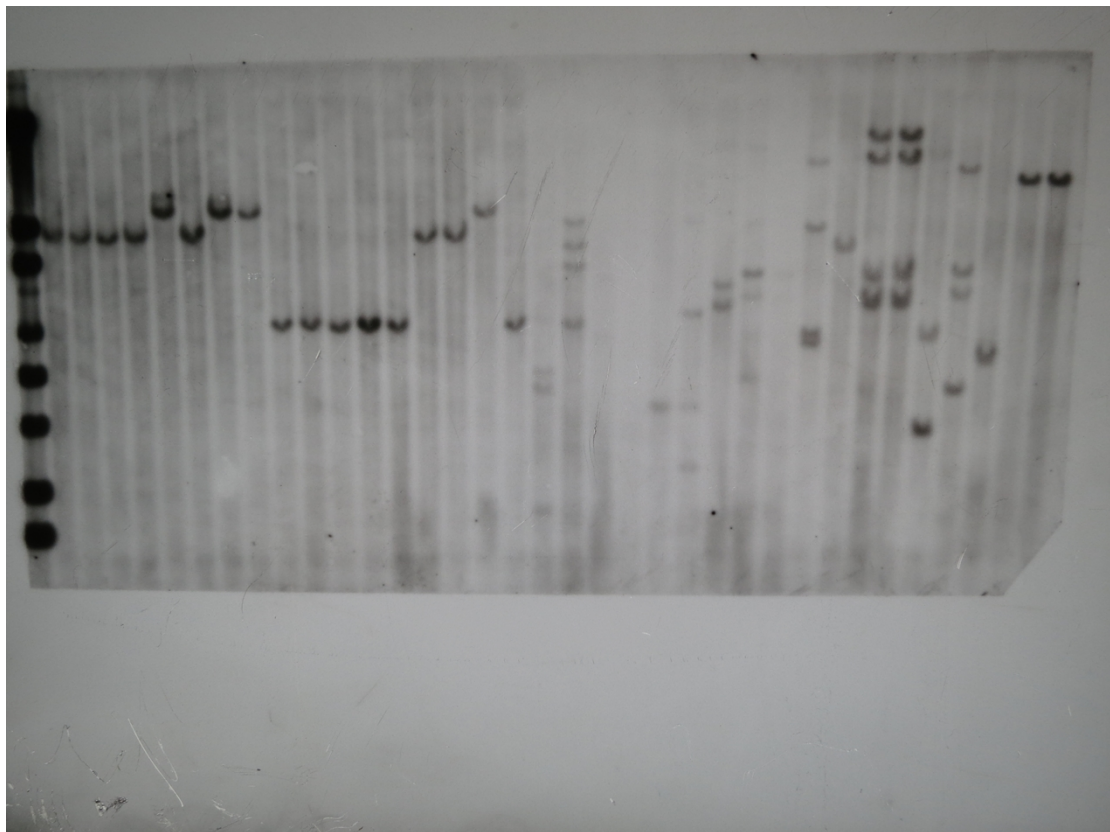

original picture of Southern Blot result, we cropped lane 2-4 in Fig S2

How the deposited data were processed for this re-analysis (not part of the article)

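RNA was sequenced from young panicles below 1 mm of 80 OX*OsAFB6* mutant plants and 80 control plants, with 2 biological replicates in each group. The authors had the RNA extracted and sequenced by a company, counted reads on genes, and deposited 1 table with the genes they called as different. The paper's text does not name the aligner, the counting tool, the genome build, the annotation or the test. For 284 of the 287 genes the identifier has the form of a rice locus name in which the first number is the chromosome. The other identifiers, which begin with EPlOSAG, give no chromosome.

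The values deposited by the authors for each genotype are a signal, the mean over 2 libraries of gene reads divided by the size factor of each library. They are not RPKM values, although the header of the table says so, because 1 read of a library adds the same amount for every gene. The supplementary table gives the same means, p-values and adjusted p-values for 287 of 287 genes and heads the means as read counts. The log2 fold change deposited by the authors is the log2 ratio of the means, and it differed from the ratio recomputed here by at most 5.0e-05 in the 279 genes with a number. In the other 8 genes, listed at 0 in the mutant, the cell holds an error text. The p-value and the adjusted p-value are the authors', and the adjusted p-value follows the Benjamini-Hochberg method over 32751 genes.

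The reads of each library were recovered from the means with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The value of 1 read in each library was found from the lowest means and refined over all genes. A mean counted as resolved when 1 pair of whole reads only gave the printed mean within its rounding, at 10 significant digits, and within 4 standard errors of the value of 1 read. In the mutant 286 means resolved and in the control plants 284, and 0 means had no pair. Of the resolved reads, 46.3% were odd numbers. Tested on simulated data, the recovery gave the true reads for 286 of 287 genes and left 1 open, where 2 of the simulated genes were set to the lowest reads so that the value of 1 read could be found, as it can in the deposited means. The means do not say which library is which replicate, so no library was given a replicate number, and no SD over replicates is attached to the authors' means. A gene with no more than 3 reads in each library of a group was treated as a lower bound, with 3 reads in each library (a normalized mean of 2.80 in the mutant and 3.23 in the control plants) in place of its value. The total depth of the libraries is unknown, and the resolved reads give the precision of single genes only.

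No differential test was run, because the table holds only genes selected for their difference. The sentences on significance use the authors' adjusted p-values. The number of genes tested was the adjusted p-value times rank over p-value at the last-ranked gene. Photosynthesis genes were compared with the other listed genes by Fisher's exact test. The share of listed genes on chromosome 3 was compared with that of annotated genes in the RefSeq annotation of assembly ASM3414082v1, also by Fisher's exact test. That annotation matched 0 of the listed identifiers, so it gave only the number of genes per chromosome. By gene name it held 36 listed genes, and 36 of them lay on the chromosome of the identifier. The planned count of neighbouring genes from an annotation could not be made, so the numbers in the identifiers were used. A dispersion for each gene was derived from its fold change and p-value and compared with the difference between libraries by Spearman correlation with 100000 permutations. Tested on simulated data, the derived dispersion of 272 genes had a Spearman correlation of 0.941 with the true one. The simulated p-values used the true dispersion of each gene, so this tested the derivation only.

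Some genes are named outside the rule given next, among them OS01G0221000, RPL5A, RPL5B, OS01G0148100 and OS01G0148400. The other genes named in the text follow a rule set before the deposited table was examined, but after the supplementary table was seen. It takes every gene the paper names from the RNA-seq result, *OsAFB6* and *CCT05* where a listed gene can be matched, the gene with the smallest p-value in each direction, the 3 genes with the largest fold change in each direction whose lower mean was at least 10, and the photosynthesis genes as a set. Of the paper's genes, 1 is not reported here, and it was also left out of the photosynthesis genes and their comparison. Of the other 13 genes, 7 were matched by the gene name in the table and 6 by the description. Gene names are those of the table, and no genome sequence or coordinates were used here. The alternatives were stricter thresholds, filters on low means, pseudocounts of 1 and 10, each library left out, other sets of descriptions and a wider rounding tolerance. Real-time PCR, hormone and phenotype measurements of the paper were not analysed here.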

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

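The tests below were chosen after the results were seen. The paper names none of these genes by the identifiers given here.

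The gene with the smallest p-value among the upregulated genes was OS05G0541900, described as a 60S ribosomal L28 protein, at 17.2-fold in the authors' deposited table. Neighbouring genes for ribosomal protein L5, RPL5A (OS01G0896800) and RPL5B (OS01G0896700), rose too, and these were chosen after their values were seen. In the authors' deposited table their means were 4867 and 12949 in the mutant and 626 and 3072 in the control plants, and the sum of the means was 4.82-fold higher. As both rose, reads that moved from one of them to the other do not give this pattern by themselves. Reads shared with ribosomal protein genes outside the list stay open, and so does an effect of the genotype, which was not tested. All 3 listed genes described as 60S ribosomal proteins were higher in the mutant.

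The gene with the smallest p-value among the downregulated genes, OS08G0240200, was at least 172-fold lower in the mutant. It belongs to 14 genes with no more than 3 reads in either mutant library, 8 of them listed at 0, chosen after their values were seen. Too few reads in the mutant could explain such a set only if the control plants had few reads as well. At the control mean, the lowest of the 14 genes would give 16.5 reads in a mutant library, and the largest probability of no more than 3 reads in both mutant libraries was 6.3e-10 (Poisson counting error only). A stretch of the genome missing from the mutant, or differing from the reference there, may remove several genes. Of 12 such genes with a chromosome in the identifier, 1 pair, OS01G0148100 and OS01G0148400, lay within 1000 identifier numbers, against 0.024 pairs on average in 2000 random draws of downregulated genes (permutation test, one-sided, p = 0.024). That distance was set with the pair in view, and at a distance of 200 there were 0 pairs, so loss of a stretch and lower expression cannot be told apart for these genes. A local effect of the insertion, which the paper places on chromosome 3 with a locus number below that of *D14*, could remove genes near it. However, 10 of the 12 genes lay on other chromosomes, and 0 of the 2 on chromosome 3 lay up to *D14*. The 2 genes without a chromosome in the identifier could not be placed. A line difference between mutant and control plants and an effect of *OsAFB6* stay open as untested explanations. How far the lines can differ depends on the origin of the control plants, which the sample labels and the paper's methods give differently.

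The gene with the highest mean among the upregulated genes, OS02G0178100, was 3.13-fold higher in the mutant, with means of 49357 and 15747 in the authors' deposited table (adjusted p = 0.00117). Its mutant reads were not resolved, and its control libraries differed, with normalized read counts of 20376 and 11118. Its identifier lies on chromosome 2, but its description names an auxin signaling F-box protein of a chromosome 3 locus. Descriptions shifted between rows of the table might give this, but they would give many such cases. Of the other listed genes, 0 had a description that names only loci of another chromosome, 137 named their own identifier and 6 named another locus of the same chromosome. Whether the row measures OsAFB6, which the paper places on chromosome 3, cannot be told apart from a gene of chromosome 2 with a wrong description, because the table does not pair its identifiers with the paper's locus names. There were 0 listed genes with an identifier of chromosome 3 and a description of an auxin F-box protein. If the row measures *OsAFB6*, its rise of 3.13-fold in panicles is below the ranges the paper gives for seedlings. If it does not, no listed gene was matched to *OsAFB6*. The paper's *CCT05*, the gene of the inserted construct, has a locus on chromosome 2, and no listed gene was matched to it. By its chromosome 2 identifier, OS02G0178100 could also be *CCT05*, and this was not tested. The paper reports no detectable overexpression of *CCT05* in this family.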

How the results depend on the processing

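Stricter thresholds moved the number of differentially expressed genes. With an adjusted p-value under 0.01 there were 151 genes (24 higher and 127 lower in the mutant), and with an adjusted p-value under 0.001 there were 67 (9 higher and 58 lower). A Bonferroni correction left 65 genes (8 higher and 57 lower), and a fold change of at least 4 left 111 (20 higher and 91 lower). These settings can only remove genes from the list. The share of lower genes was 79.8% in the list and between 79.4% and 87.7% under the alternatives. With a mean of at least 50 over both groups 257 genes were left, and with a lower group mean of at least 10 there were 263.

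The median absolute log2 fold change of the 13 named genes was 1.78. It ranged from 1.72 to 2.12 when each of the 4 libraries was left out, and it was 1.78 with a pseudocount of 1 and 1.72 with a pseudocount of 10. The value of 2.12 came without the control library with a size factor of 0.977, where the gene in the middle of the list was *OsNAC2* in place of *CKX5*. Of the 26 values of single genes with a pseudocount, 2 moved by more than the spread between libraries, *OsHAP3F* and *OsIAA27* with a pseudocount of 10. Whether leaving out a library moved a single gene by more than that spread could not be judged, since the spread comes from the same libraries. A single library decided the size of the change in *OsPIN5b* (log2 fold change -3.40 without the higher mutant library and -1.98 without the lower one) and in the gene matched to *WOX3* (2.49 without the higher control library and 1.15 without the lower one).

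The number of genes tested was 32751 from the last-ranked gene and 32749 as the median. With the rounding tolerance doubled, 281 genes resolved in place of 283, and 0 of the 281 resolved to other reads. The comparison of photosynthesis genes gave p = 0.366, and p = 1.00, 1.00 and 0.212 under the alternatives (Fisher's exact test), and in 3 of these 4 settings all photosynthesis genes were already lower, so that the test could not come out otherwise. The share of listed genes on chromosome 3 kept its direction with protein-coding genes only (Fisher's exact test, p = 0.0208) and with an adjusted p-value under 0.01 (p = 0.00849), against p = 0.00402. The correlation of derived dispersion and library difference was 0.41, 0.45 with means of at least 20 in both groups and 0.44 over genes with a dispersion above 0, an alternative chosen after the data were seen.

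Counted by identifier numbers, a method chosen after the data were seen, 4 pairs of listed genes lay within 100 numbers, 9 pairs within 200, and 2 pairs within 100 among genes with an adjusted p-value under 0.01. At distances added later there were 11 pairs within 300 numbers, 12 within 400, 13 within 500 and 18 within 1000. A wider distance adds pairs and the stricter threshold removes genes by construction.

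No paired analysis was possible because the table holds means over the replicates of each genotype, and the recovered libraries carry no replicate number. A second normalization, a fit without each replicate and a centring of the groups on genes outside the list were not run, because they need the values of genes outside the list. The depth limits the genes with few reads, where a fold change is a lower bound in 14 genes at the floor in the mutant and 1 in the control plants.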

Differences from the paper's values

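*OsIAA27* had 0.242 of the control expression in the RNA-seq data, against the paper's value of about 0.48 by real-time PCR in Fig. 6A, read by eye. The paper's real-time PCR used panicles of another year. None of the alternatives set before the data were examined closed the gap. The ratio was 0.245 with a pseudocount of 1, 0.268 with a pseudocount of 10, and between 0.230 and 0.256 with each library left out.

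The numbers of differentially expressed genes and the log2 fold changes of the 13 named genes did not differ from the paper's. Both come from the authors' own deposited table, so this match is no separate check of the paper. The paper names *WOX3*, and the only listed gene described as WUSCHEL-related homeobox, OS05G0118700, is named WOX2 in the table. The paper names *OsPIN5b*, and the only listed auxin efflux carrier, OS08G0529000, is named PIN4 in the table. The paper's discussion gives *OsRR1* as upregulated in the mutant, and the table lists 1 response regulator, described as number 11. By real-time PCR the paper gives further Aux/IAA and auxin transporter genes as changed (Fig. 6), and the table lists 1 Aux/IAA gene, 1 auxin efflux carrier and 0 auxin influx carriers. Absence from the list does not contradict the paper here. The list holds only genes past the authors' threshold, with no log2 fold change nearer to 0 than 1.26 or -1.24. The paper's RNA-seq result does not name *OsRR1*, and the real-time PCR of Fig. 6 used panicles of another year.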

Other observations

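The tests on weak p-values, chromosome 3 share and direction of photosynthesis genes were planned before the deposited table was examined. The paper's supplementary table, which holds the same means and p-values, had been seen by then. The photosynthesis terms were set after it was seen. All other tests were chosen after the results were seen.

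Some genes had weak p-values for their fold change. A candidate explanation is a larger difference between the libraries of a genotype. Across 275 genes, which are not independent replicates, the dispersion derived from fold change and p-value rose with the difference between the recovered libraries (Spearman's rho = 0.41, permutation test, p = 1e-05, the smallest 100000 permutations can give). The authors' p-values come from these same libraries, so some relation is built in, and it is no separate support for the explanation. The relation did not hold gene by gene. Of the named genes, *OsPIN5b* (OS08G0529000) had the largest squared difference between libraries relative to the mean, 0.26, and a derived dispersion of 0.177. The gene matched to *WOX3* (OS05G0118700) came next with 0.19, but its derived dispersion of 0.0664 lay below the median of 0.0749 and below the 0.0777 of *OsIAA27*, whose libraries differed least.

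The control libraries differed along the direction of the genotype difference. The control library with a size factor of 0.887 lay above the other in 139 of 226 genes that were lower in the mutant (61.5%), but in only 7 of 57 genes that were higher (12.3%; Fisher's exact test, two-sided, p = 7.99e-12, across genes that are not independent replicates). At these genes the other control library was thus nearer to the mutant. An error in a size factor would shift both sets the same way, whereas the median log2 ratio of the control libraries was 0.16 among the lower genes and -0.59 among the higher genes. The same comparison of the mutant libraries gave p = 0.126 (Fisher's exact test), and whether the genotypes differ in this was not tested. A varying share of green tissue may play a part, but the median log2 ratio was 0.27 in the 8 photosynthesis genes and 0.16 in 217 other lower genes (permutation test, p = 0.51), and with 8 genes this cannot be told apart. A control library with more variable values stays open too, since genes were selected for low or high control means, as do mixed plants or a developmental difference between the panicles, none of which was tested.

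Chromosome 3 carried 47 of 284 listed genes (16.5%), against 10.9% of annotated genes (Fisher's exact test, two-sided, p = 0.00402). The background is all annotated genes of another assembly and not the genes expressed in panicles. Chromosome 3, with 4285 annotated genes, was not alone in departing from this background. Chromosome 9 carried fewer listed genes than its share, 12 with 3664 annotated genes, of which 1651 were protein-coding. The other chromosomes were not tested. The insertion lies on chromosome 3, and a local effect around it could raise the share of that chromosome. The paper's locus number of *OsAFB6* is below that of *D14*, and 7 listed genes lay up to *D14*, where evenly spaced identifiers would give 6.33 (exact binomial test, one-sided, p = 0.451). The 40 genes beyond *D14* alone exceed the 31.0 that the share of annotated genes gives for the whole chromosome. Genes shortly beyond *D14* were not counted apart, so a local effect that reaches past *D14* stays open. A different set of expressed genes on the chromosomes and linked differences between the lines stay open and were not tested.

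All 9 pairs of listed genes within 200 identifier numbers changed in the same direction. In 10000 shuffles of the directions the mean was 6.09 pairs, and a share of 0.027 had as many. Some pairs farther apart went opposite ways. Within 300 numbers 10 of 11 pairs changed in the same direction (share of shuffles with as many 0.079), within 400 numbers 10 of 12 (0.19), within 500 numbers 11 of 13 (0.15) and within 1000 numbers 13 of 18 (0.44). Chance order of the directions and a shared direction of neighbours cannot be told apart, since the share depends on the distance. Shared reads of overlapping genes, tandem copies and shared regulation may each give this, and they were not tested.

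All 8 photosynthesis genes were lower in the mutant. The general excess of lower genes in the list may be enough for this (Fisher's exact test, p = 0.366), and the number of genes is too small to decide.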
